A study of Mus musculus with 18 samples. Its data were reported in "Proimmunogenic impact of MEK inhibition synergizes with agonist anti-CD40 immunostimulatory antibodies in tumor therapy" (2020).

How the data were processed

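The series measured whole-tumour RNA from MC38 colon tumours grown under the skin of C57BL/6-Ly5.1 mice, on 18 single-colour Affymetrix Mouse430_2 arrays. The 4 groups were vehicle with a control antibody (control, 5 tumours), agonist anti-CD40 antibody with vehicle (anti-CD40, 4), the MEK inhibitor GDC-0623 with the control antibody (MEKi, 5) and both drugs (MEKi/CD40, 4). The inhibitor was given daily at 30 mg/kg, the antibody on days 3, 5 and 7 of treatment and again shortly before sampling, and tumours were taken on day 22 after inoculation. Each array came from a different animal, so every p-value here measures spread between animals. A tumour piece holds tumour, stromal and immune cells together, so a change in a gene can come from a change in cell mixture, in expression per cell, or both.

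The values used were the deposited log2 signal intensities, 1 per probe set and array, with 2 decimals. The submitters' processing notes name RMA, run in Chipster, and the version is not given in the sources used here. The deposited values ran from 2.16 to 16.34, and 34.5% of them equalled the lowest value, a shape unlike plain RMA output, so the exact background step is uncertain. No cell intensity files were used here, so background correction and summarisation were not redone. Values below 3, or within 0.3 of a value that a probe set repeated on at least 6 arrays, were counted as at the floor. By that rule 53.7 to 55.9% of probe sets were at the floor on each array, and 47.9% on all 18. Where a group reaches the floor its true signal is unknown, so the fitted fold changes of such genes are not exact. A bound printed as "at least" is the mean of the bright group over that of the dim group after values below 3 in either group were raised to 3. Where the bright group also held such values, the bound is not a strict lower limit. Per-array medians were 2.72 to 2.95 and upper quartiles 8.14 to 8.25. Pairs of arrays within a group correlated at 0.963 to 0.994. No further normalization was applied for the results given first.

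Of 45101 probe sets, 64 control probe sets were set aside and 45037 were tested with no filter on signal. Of these, 34945 carried 1 gene symbol, 932 several and 9160 none, and the first kind covered 18193 genes. Symbols were compared with the GRCm38.p6 annotation through gene identifiers (34741 matched, 0 symbols changed). Where a gene had several probe sets, the one with the highest mean over all arrays stood for it, and sets marked as cross-hybridising were passed over where another existed.

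Linear models were fitted with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0), separately for each pair of groups and as a 2-by-2 model of all 18 arrays for the interaction, which asks whether the effect of both drugs differs from the sum of the single effects on the log2 scale. Residual degrees of freedom were 6 to 8 for the pairs and 14 for the interaction. The moderation borrowed little across probe sets (prior degrees of freedom 0.351 to 0.393). P-values were adjusted by the method of Benjamini and Hochberg over all tested probe sets, and a probe set was called changed at an adjusted p under 0.05. Standard errors are those of the model, and SD describes the tumours of a group.

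Gene lists numbered 34 and were written from general knowledge of pathways and cell types. They held 571 entries for 556 genes, of which 498 had a single-symbol probe set. A list was tested with fry in limma, which asks whether its genes move on balance in a single direction. A second fry p (called mixed below) asks whether they move in either direction. Neither compares the list with other genes. The directional p-values were adjusted over the 34 lists, and the mixed p is printed without adjustment. Each list was also tested with camera in limma, which does compare with the other genes, at its preset correlation between genes and at a correlation estimated from the data. Changes within a list were counted by the adjustment over all probe sets, and, where stated, by an adjustment over the list alone. A list's score on an array is the mean log2 value of its measured members.

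Genes were named by a fixed rule. It took, per comparison, the 8 largest changes in each direction with an adjusted p under 0.05 and no overlap between the groups, or the 3 smallest unadjusted p-values per direction where fewer than 3 passed. No overlap rule was used for the interaction, and Riken, Gm and predicted symbols were passed over. To these came up to 4 members per list in order of p, and 24 fixed genes, of which 21 had a single-symbol probe set. Not every fixed gene is reported here. Cell balance indices, namely Cd8a minus Foxp3 and the mean of M1-like minus M2-like markers, were compared with exact permutation tests adjusted over 10 tests. The 3′ to 5′ ratios of Actb and Gapdh and the 18S rRNA probe sets were compared the same way over 15 tests.

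Groups, comparisons, gene lists, the naming rule, tests and most alternatives were fixed before the data were examined. Animal numbers in the titles form 2 series, whose meaning is not given in the sources used. The high series holds controls and MEKi 3 to 5, the low series all other arrays. In the low series, MEKi and anti-CD40 form a run below that of MEKi/CD40 and control. Run and drug are not separated there, except in MEKi/CD40 against control. The series was entered as a block, and comparisons were repeated within a series, with values beside the results. Pairwise comparisons with anti-CD40 or MEKi/CD40, all low series, share blocked and low-series medians. Other alternatives were a single fit of all 4 groups, only probe sets at or above the median signal, cyclic loess normalization, array weights, a trended and robust moderation, a block for the replicate number that ends each title (1 to 5 within a group), the mean of all probe sets of a gene in place of the brightest one, leaving out each array in turn, leaving out the 3 arrays with the highest adipocyte scores (MEKi/CD40 2 and 4 at 10.7 and 6.85, anti-CD40 3 at 5.98), and entering the adipocyte score as a covariate. The last 2 were chosen after seeing the data. Fat transcripts were not limited to those 3 arrays, since Adipoq was also at 7.19, 8.18 and 7.47 in MEKi 2, 4 and 5 and at 6.93 in MEKi/CD40 3 (2.33 to 3.91 in control).

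The procedure was tested on simulated data with the same group sizes, in which, of 45037 probe sets, 200 were changed 2-fold and 200 others 4-fold, and 1 gene list was moved. It recovered 60.5 to 81.5% of 2-fold and 85.0 to 97.0% of 4-fold changes, with 1.22 to 4.90% false calls among all calls together. Of the lists left unmoved (all of the 34 but 1) it called 2 in the simulation of anti-CD40 against control, 1 in that of MEKi/CD40 against anti-CD40 and 0 in the others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.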

Results

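The arrays were compared group against group to ask what each drug and their combination did to the RNA of MC38 tumours on day 22. Against control, 6698 of 45037 probe sets changed with MEKi/CD40, 3525 with MEKi and 0 with anti-CD40 (limma, adjusted p under 0.05).

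**Figure D1:**
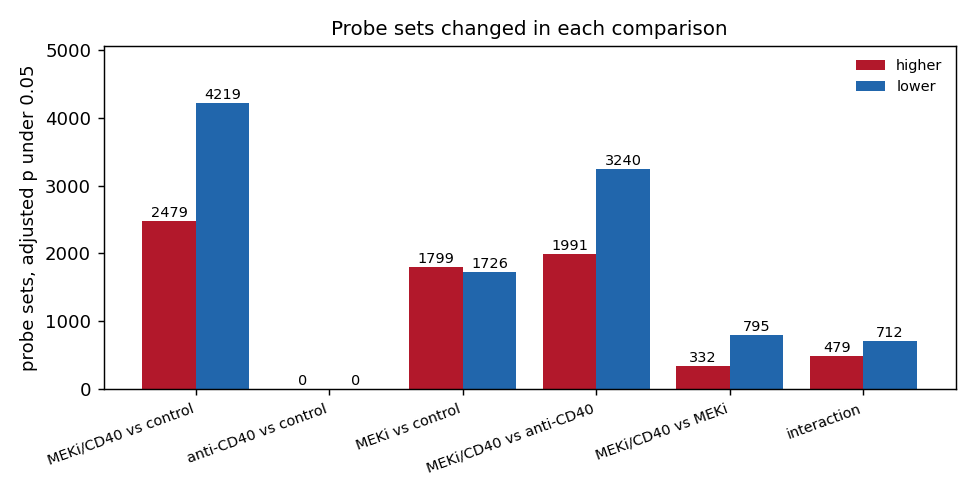
Numbers of probe sets higher and lower (vertical axis) at an adjusted p under 0.05 in each comparison (horizontal axis), for example 2479 higher and 4219 lower with MEKi/CD40 against control.

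What did MEKi and anti-CD40 together do, against control? By fitted size, Pi16, Efemp1 and Saa3 led the named genes that rose with MEKi/CD40 (n = 4) against control (n = 5). Pi16, a marker of universal fibroblasts, rose by 7.97 ± 0.36 on the log2 scale (at least 216-fold, adjusted p = 0.000169), from 2.84 ± 0.35 (SD), near background, to 10.81 ± 0.74. Efemp1, an extracellular matrix protein, rose at least 197-fold (log2 7.80 ± 0.38) and Ccn5, a matricellular protein, by 6.93 ± 0.40. The acute-phase gene Saa3 rose 135-fold (log2 7.08 ± 0.67, to 12.95 ± 1.24), the long pentraxin Ptx3 at least 121-fold (log2 7.01 ± 0.54) and Serping1, the C1 inhibitor, 102-fold (log2 6.68 ± 0.38). Itih5 (log2 6.56) and Hp, which encodes haptoglobin (6.88 ± 1.30, adjusted p = 0.0127), completed the largest fitted rises. Control values below 3, where the signal is background, numbered 2 of 5 for Pi16, 3 each for Efemp1 and Ptx3 and 1 each for Itih5 and Hp, so the order of these genes by size is uncertain. The other controls of Itih5 all read 3.02, and those of Ccn5 apart from control 5 read 3.94 to 3.95. Such repeated values may be background as well. With the number series as a block, Pi16, Efemp1 and Saa3 stood at 8.05, 8.04 and 6.66 (adjusted p = 0.00222, 0.00236 and 0.0112), and within the low series at adjusted p = 0.0281, 0.0275 and 0.0708. Hp was no longer called with the block (5.66, adjusted p = 0.0950) without the 3 arrays with the highest adipocyte scores (5.41, adjusted p = 0.0946), or with the adipocyte score as a covariate (adjusted p = 0.0546).

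The fibroblast and matrix list rose as a group with MEKi/CD40. Of its 18 measured members 16 rose, none fell and 2 did not pass, with a list median of 1.37 (fry adjusted p = 9.78e-06, 18 higher when adjusted over the list alone). Its call was also made by camera (adjusted p = 0.0456 with an estimated correlation). Lum, the collagen-binding proteoglycan lumican, rose by 6.16 ± 0.45, and Col1a1, the main chain of type I collagen, rose 37.9-fold, from 8.54 ± 0.83 to 13.79 ± 0.20. Already bright members moved less, such as Sparc (0.85 ± 0.06) and Col3a1 (0.54). The list median was 1.41 with the number series as a block (adjusted p = 0.000112) and within the low series alone (adjusted p = 0.00346). The complement list also rose, with a median of 2.46 and 6 of 10 members higher, also 6 over the list alone (adjusted p = 0.000715, and 0.437 with an estimated correlation). Among them were C2 (4.51), C1ra (2.81) and Cd55, which protects cells from complement (4.12, at least 13.5-fold). The complement median was 2.69 with the block (adjusted p = 0.0120) and within the low series (adjusted p = 0.0678). Markers of fat moved with the same tumours. The adipocyte score was 6.69 ± 2.94 with MEKi/CD40 and 4.10 ± 0.24 in control, with 10.7 and 6.85 in MEKi/CD40 2 and 4, and the skeletal muscle score was 7.40 in MEKi/CD40 4 against 2.50 ± 0.17 in control. Without the 3 arrays with the highest adipocyte scores, the fibroblast and matrix list (adjusted p = 0.000376) and the complement list (adjusted p = 0.00104) were still called. Other arrays held fat transcripts too (Adipoq at 6.93 in MEKi/CD40 3), and with the adipocyte score as a covariate both lists were also called (adjusted p = 0.000196 and 0.00239).

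**Figure D2:**
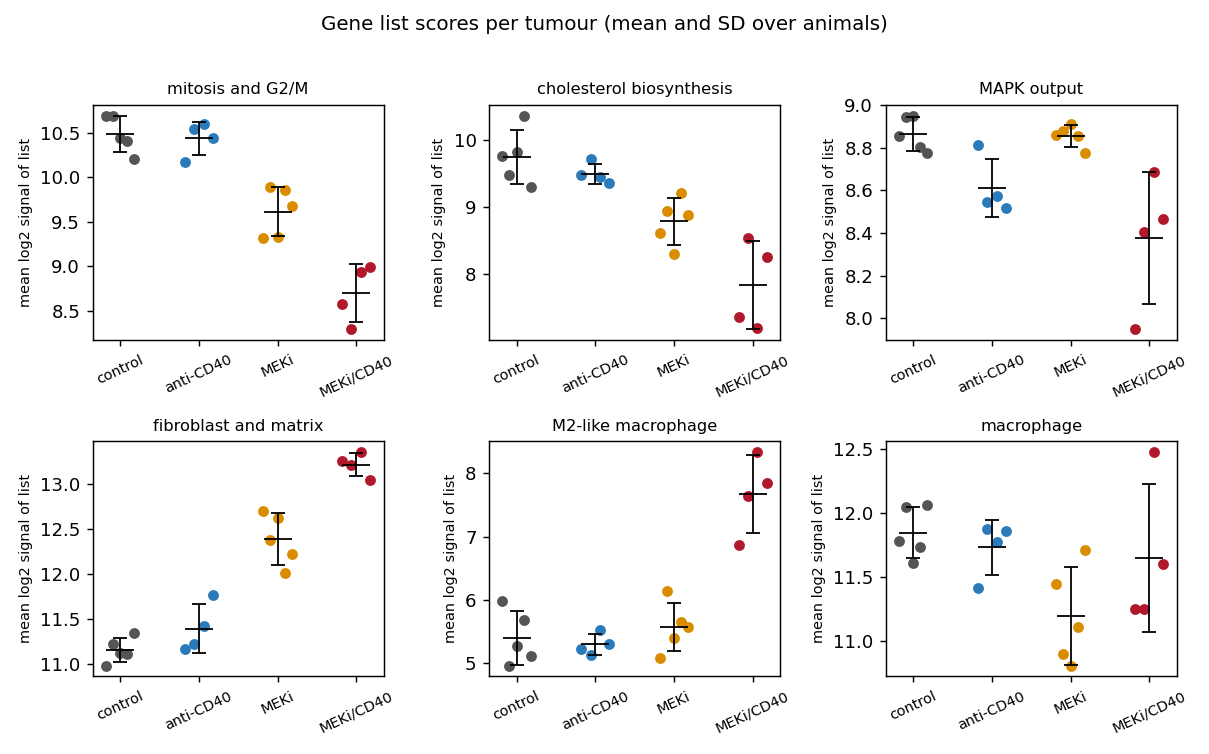
Mean log2 value of the measured members of 6 gene lists (vertical axes) in each group (horizontal axes). Points are tumours, horizontal marks means and bars SD, for example 13.22 ± 0.13 for the fibroblast and matrix list with MEKi/CD40.

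Proliferation genes fell together with MEKi/CD40 against control. Every one of the 30 measured members of the mitosis and G2/M list fell, with a median of −1.81 (adjusted p = 0.000251, and 0.437 with an estimated correlation), and 30 fell when adjusted over the list alone. Prc1, which bundles spindle microtubules, fell by 1.70 ± 0.10 (adjusted p = 0.000325), Nek2 by 1.88, Mad2l1 by 1.46 and Bub1b by 1.38. Mki67, the usual proliferation marker, fell by 1.18 ± 0.18 (adjusted p = 0.00536). In the G1/S and DNA replication list 22 of 28 members fell and 6 did not pass (median −1.13, 26 lower over the list alone, adjusted p = 0.00511, and 0.455 with an estimated correlation), including the polymerase subunit Pola1 (−1.44), Rfc4 (−1.38) and Prim1 (−1.26). Ribosome biogenesis genes had a median of −0.57, with 10 of 22 lower and 19 over the list alone (adjusted p = 0.0125, and 0.511 with an estimated correlation), such as Dkc1 (−1.19), Fbl (−0.91) and Npm1 (−0.39), while Myc fell by 0.60. The blocked medians of mitosis, G1/S and ribosome biogenesis were −2.03, −1.23 and −0.65 (adjusted p = 0.000619, 0.0301 and 0.0468), and within the low series the adjusted p-values were 0.0107, 0.0955 and 0.116. Without the 3 highest-adipocyte arrays the mitosis list was called (adjusted p = 0.00104), and the G1/S (adjusted p = 0.0550) and ribosome biogenesis (adjusted p = 0.10) lists were not. The covariate fit gave 0.00239, 0.0368 and 0.0582 for the 3 lists. The 18S rRNA 3′ signal, no measure of RNA amount after oligo-thymidine priming, was 12.19 ± 1.46 against 12.27 ± 0.49 in control. Of the RNA quality ratios, Gapdh 3′ minus 5′ was higher by 0.059 with MEKi/CD40 (exact permutation p = 0.00794, adjusted p = 0.0298), and Actb 3′ minus 5′ stood 0.084 above control (exact p = 0.0318, adjusted p = 0.0794).

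Sterol synthesis fell in the same comparison. Of 18 measured cholesterol biosynthesis genes 14 fell, 1 rose and 3 did not pass, with a median of −1.76, and 17 fell over the list alone (adjusted p = 0.00511, and 0.455 with an estimated correlation). Fdps, which makes farnesyl pyrophosphate, fell 10.1-fold (log2 −3.33 ± 0.53), Idi1 by 3.67 (not called with the number series as a block, adjusted p = 0.0534), Msmo1 by 3.02 ± 0.35 and Mvd by 2.27. The exception was Ebp, a sterol isomerase, at +0.21. Hmgcs1, the first committed enzyme of the path, was at −1.67 (adjusted p = 0.0257), a call lost without control 1, 3 or 4 or MEKi/CD40 1 or 4. The list median was −1.59 with the number series as a block and within the low series (adjusted p = 0.0417 and 0.0955). The adipocyte covariate fit called the list (adjusted p = 0.00365), arguing against fat alone.

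Macrophage genes moved apart with MEKi/CD40. The M2-like macrophage list had a median of +2.89, with 8 of 16 members higher, none lower and 8 not passing, and 9 higher over the list alone (adjusted p = 0.00371, and 0.437 with an estimated correlation). Its risers are known from resident and tissue-repair macrophages. Lyve1 rose by 5.11 ± 0.52 from the floor (at least 19.7-fold), the haemoglobin scavenger receptor Cd163 by 5.07 ± 0.70 (at least 19.3-fold), the chitinase-like Chil3 by 5.16 ± 0.78 (at least 28.3-fold), and the lectin Clec10a by 3.11 (at least 5.69-fold). Mrc1, the mannose receptor CD206, was at −0.80 (adjusted p = 0.602). The 15 general macrophage genes had a median of −0.22 (adjusted p = 0.514), and 1 of them, Csf1r, fell (−0.71, adjusted p = 0.0437), a call lost without any 1 of 8 of the 9 arrays. Fcrls fell by 4.09 ± 0.43 and P2ry12 by 3.56 ± 0.55, and both mark a microglia-like set of tissue macrophages. The neutrophil list rose on balance (median 0.66), though only S100a8 (5.59 ± 0.61, at least 47.8-fold) and S100a9 (4.88 ± 0.43, at least 19.2-fold) of 16 passed, also 2 over the list alone (adjusted p = 0.0103, and 0.437 with an estimated correlation). Inflammatory monocyte genes rose on balance (median 0.62, 3 of 10 higher, 5 over the list alone, adjusted p = 0.00331, and 0.437 with an estimated correlation), including Plac8 (2.92) and fibronectin, Fn1 (0.49). A single tumour, MEKi/CD40 3, stood above the others in monocyte (11.47 against 10.29 to 10.45), neutrophil (6.77 against 5.11 to 5.41) and complement scores (10.40 against 9.35 to 9.42). The 3 lists were still called with any array left out, that one included (highest adjusted p = 0.0130, 0.0361 and 0.00371). The blocked M2-like, monocyte and neutrophil medians were 2.47, 0.54 and 0.68 (adjusted p = 0.0325, 0.0264 and 0.0594). Within the low series the adjusted p-values were 0.10, 0.0708 and 0.193. With the 3 highest-adipocyte arrays left out the M2-like list kept its call (adjusted p = 0.00104), and Cd163 was at 4.81 (adjusted p = 0.0519). The list was also called with the adipocyte score as a covariate (adjusted p = 0.00727).

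**Figure D3:**
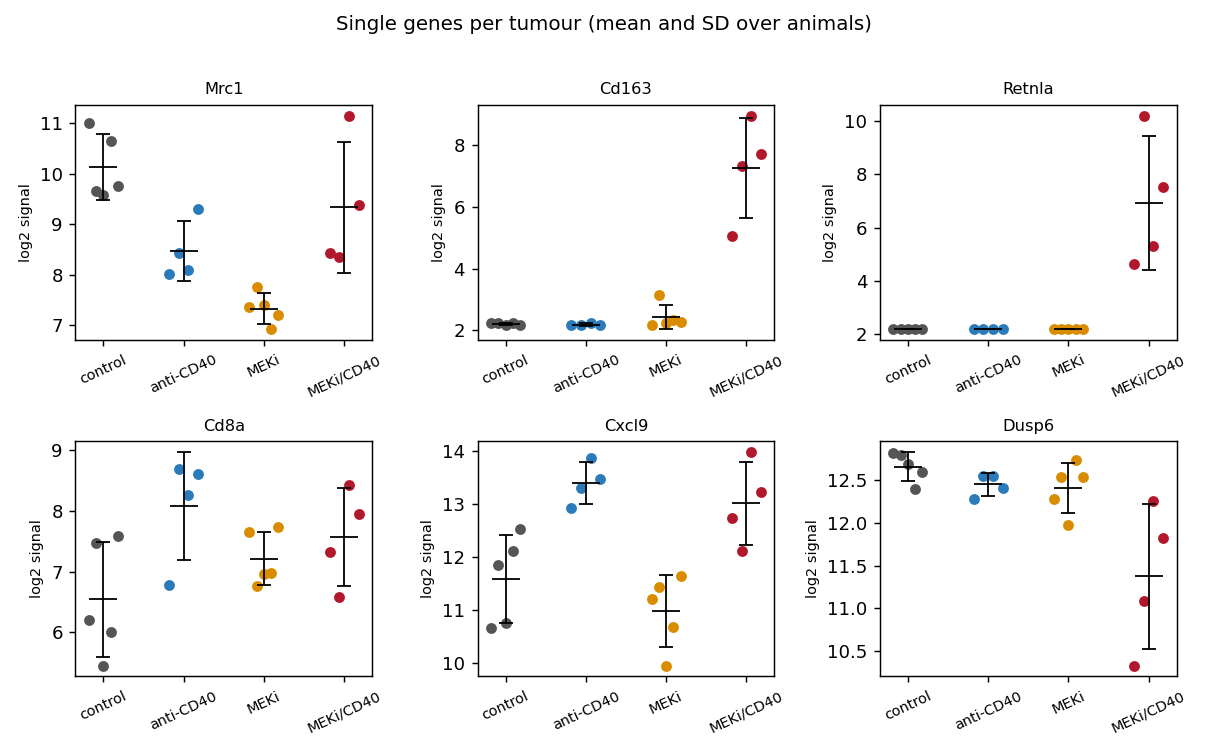
Log2 signal (vertical axes) of Mrc1, Cd163, Retnla, Cd8a, Cxcl9 and Dusp6 in each group (horizontal axes). Points are tumours, horizontal marks means and bars SD, for example 7.33 ± 0.31 for Mrc1 with MEKi.

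Interferon-gamma response genes rose on balance with MEKi/CD40 (median 0.81, 6 of 21 higher, none lower, 9 higher over the list alone). Besides Serping1 they included the guanylate-binding gene Gbp6 (1.98) and the immunity GTPases Irgm2 (1.36) and Iigp1 (1.69), of which Iigp1 was not called without control 3 or 4 or MEKi/CD40 4 (highest adjusted p = 0.0583). The list's adjusted p was 0.0227 (0.515 with an estimated correlation). That call was lost without control 3 or 4 or MEKi/CD40 4 (highest adjusted p = 0.0635), and with the number series as a block (median 1.19, adjusted p = 0.0791, and 0.193 within the low series). The MHC class I list had a median of 0.14, with 3 of 16 higher and 6 over the list alone (adjusted p = 0.0325, and 0.511 with an estimated correlation). Its 3 members were the chaperone Calr (0.31), H2-K1 (0.29) and B2m (0.15), and the last 2 lost their calls without any 1 of 7 and of 6 of the 9 arrays (highest adjusted p = 0.101 for H2-K1 and 0.0648 for B2m). The list was not called without control 2 or 3 or MEKi/CD40 1, 3 or 4 (highest adjusted p = 0.0973), nor with the block (median 0.14, adjusted p = 0.0594, and 0.0955 within the low series). T cell genes were not called as a group (median 0.68, 0 of 17 changed, adjusted p = 0.102), nor were cytotoxic genes (median 0.08, 0 of 16, adjusted p = 0.739). Cd8a stood at 1.03 (adjusted p = 0.365), Ifng at 1.39 (0.337), Cxcl9 at 1.44 (0.133) and Cd274, which encodes PD-L1, at 1.29 (0.253). NK cell genes had a median of −0.07, with Cd244a alone lower (−1.55, adjusted p = 0.0202, lost without control 1 or MEKi/CD40 1 or 2), and an adjusted p of 0.272.

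Direct targets of the ERK pathway were not called lower as a group. The MAPK output list had a median of −0.46, with 3 of 17 lower and 1 higher, and 7 lower and 1 higher over the list alone (adjusted p = 0.0563, mixed 0.000393). The phosphatase Dusp4 fell by 0.88, the transcription factor Etv5 by 1.52 and the receptor Epha2 by 1.26, and the feedback inhibitor Spry2 rose by 0.78. Etv5 lost its call without MEKi/CD40 2, Spry2 without MEKi/CD40 1 and Epha2 without any 1 of 6 arrays, and Dusp4 kept it in all 9 runs. None of the 4 was called with the number series as a block (adjusted p = 0.0758 for Dusp4, 0.0900 for Etv5, 0.137 for Spry2 and 0.0615 for Epha2). Dusp6, a standard readout of ERK activity, was at −1.28 ± 0.37 (adjusted p = 0.0625). The hypoxia and glycolysis list moved both ways (3 of 18 higher, 2 lower, median 0.21, adjusted p = 0.223, mixed 4.19e-05), with the carbonic anhydrase Car9 at +3.17, Ero1a at +1.44 and Pfkfb4 at −0.94.

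Several other falls were large. Nptx1, a neuronal pentraxin, fell by 6.09 ± 0.44 (67.9-fold, from 10.07 ± 0.33 to 3.98 ± 0.95), the heat-shock gene Hspa1a by 4.16 ± 0.63, Tnnt2 by 3.89 and the protease inhibitor Spint1 by 3.39. In all, 2479 probe sets were higher and 4219 lower with MEKi/CD40 than in control (14.9% of those tested). Of these, 973 higher and 827 lower differed by at least 2-fold. Lists called numbered 14 of 34 by fry and 1 by camera with an estimated correlation. The count was 3860 with the number series as a block, 710 within the low series, 3439 without the 3 highest-adipocyte arrays and 3627 with the adipocyte score as a covariate. Without those arrays Tnnt2, Dusp4, Etv5, Spry2, Epha2, Prim1, Myc, Fbl, Dkc1, Ero1a, Pfkfb4, Gbp6, Irgm2, Iigp1, H2-K1, B2m, Fn1, Csf1r, Cd244a and Tbp were not called (for example Tnnt2 at −3.86, adjusted p = 0.0555, and Dkc1 at −1.12, adjusted p = 0.0773), while all 8 largest rises but Hp were. The covariate likewise ended the calls of Hp, Tnnt2 (adjusted p = 0.0657), Dusp4, Etv5, Spry2, Epha2, Ero1a, Pfkfb4, Cd244a, H2-K1, B2m, Iigp1, Csf1r, Fn1, Dmkn, Hba-a2 and Tbp, and that of the epidermis list (adjusted p = 0.118).

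Markers of tissues around the tumour differed in the same comparison. The red blood cell list rose on balance (median 0.42, 2 of 4 higher and 1 lower, the same over the list alone, adjusted p = 0.00331, and 0.557 with an estimated correlation), with the heme synthesis gene Alas2 up by 4.03 (at least 9.16-fold), the anion exchanger Slc4a1 up by 0.85 (at least 1.11-fold, as all 5 control values lay below 3) and the globin Hba-a2 down by 0.73 (not called without MEKi/CD40 1, adjusted p = 0.0513). With the block Slc4a1 and Hba-a2 were not called (adjusted p = 0.0600 and 0.0897). The epidermis list was called higher (adjusted p = 0.0226, and 0.437 with an estimated correlation), though its median was 0.007 with a mean of 0.80, and 2 of 14 members rose, also 2 over the list alone, Sbsn (3.69) and Dmkn (2.62, at least 3.43-fold, adjusted p = 0.0777 with the block). This call was lost without control 3 or MEKi/CD40 1 (highest adjusted p = 0.0973). With the number series as a block the red blood cell and epidermis lists stood at adjusted p = 0.0264 and 0.0417, with medians of 0.42 and 0.005, and within the low series at 0.0955 and 0.134. Adipocyte genes had a median of 2.55 (0 of 11 changed, adjusted p = 0.255) and skeletal muscle genes 1.23 (0 of 16, adjusted p = 0.457), with the signal in single tumours. Car3 was at 6.82 (adjusted p = 0.0710) and Adipoq at 5.60 (adjusted p = 0.124). The 8 housekeeping genes also shifted, with a median of −0.09, only Tbp called lower (−0.46, lost without any 1 of 5 arrays, 4 over the list alone, adjusted p = 0.00423, and 0.437 with an estimated correlation). Their median was −0.14 with the block (adjusted p = 2.64e-05) and within the low series (adjusted p = 0.00346). After cyclic loess the housekeeping list reversed its direction and was not called (adjusted p = 0.793).

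**Figure D4:**
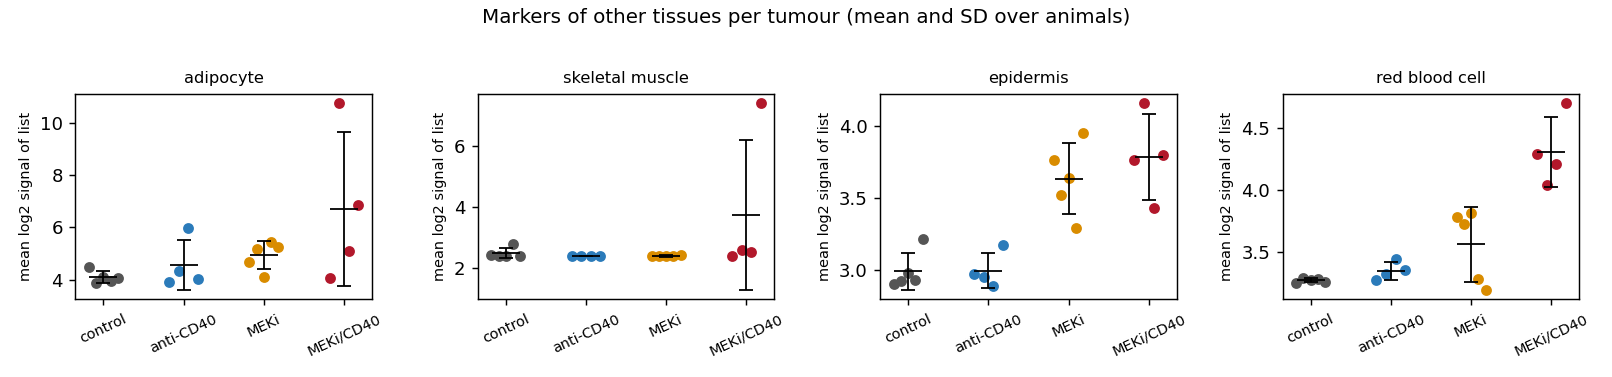
Mean log2 value of the adipocyte, skeletal muscle, epidermis and red blood cell lists (vertical axes) in each group (horizontal axes). Points are tumours, horizontal marks means and bars SD, for example 4.31 ± 0.28 for red blood cell genes with MEKi/CD40.

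What did anti-CD40 alone do? No single gene passed. Of the named genes, the 5 highest values were those of Chil3 (3.92 ± 0.70, at least 12.0-fold, adjusted p = 0.413), Gzmk, Serping1 (2.74 ± 0.58, adjusted p = 0.522), S100a8 (2.44, adjusted p = 0.539) and Il12b. Gzmk, a granzyme of memory T cells, was at 3.63 ± 0.51 (8.34 ± 1.17 against 4.71 ± 0.14 in control, n = 4 and 5, adjusted p = 0.247), and Il12b, the p40 chain of interleukin-12, at 2.36 (adjusted p = 0.234). The T cell signalling genes Cd247 (1.62 ± 0.30), Cd2 (1.66) and Cd3d (1.95 ± 0.57) had adjusted p-values of 0.420, 0.542 and 0.719. The interferon targets Gbp2 (0.47 ± 0.06, adjusted p = 0.228), Igtp (0.82) and Irgm1 (0.53) did not pass either. Of the 3 genes with the smallest p in each direction, none passed. These were Slamf6, a receptor of T cells (1.07 ± 0.10), Ccndbp1 (0.23) and Tgfbi (0.41) upward, and Tmed9 (−0.20), Map7d1 (−0.26) and Selenon (−0.25) downward, with adjusted p-values from 0.165 to 0.234.

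The MHC class I list was the only one called with anti-CD40 (median 0.22, 0 of 16 members past the threshold over all probe sets, 8 higher over the list alone, adjusted p = 0.0270, and 0.117 with an estimated correlation). Its leading members were the immunoproteasome subunit Psmb9 (0.53 ± 0.09) and the peptide transporter Tap1 (0.62). The call was lost without control 1 or 3 or anti-CD40 3 or 4 (highest adjusted p = 0.0721), with the number series as a block (median 0.25, adjusted p = 0.0999), within the low series (adjusted p = 0.146) and with the adipocyte score as a covariate (adjusted p = 0.0547). Cyclic loess, array weights and the single fit of all 4 groups called more lists, as given below. Close to the threshold were the T cell list (median 1.10, 5 of 17 higher over the list alone, adjusted p = 0.0526), the interferon-gamma list (0.62, 11 of 21 over the list alone, 0.0511), immune checkpoint genes (0.40, 0.0526), complement (0.67, 0.0526), and the red blood cell (adjusted p = 0.0511) and neutrophil lists (adjusted p = 0.0526). T cell genes stood at a median of 1.25 with the block (adjusted p = 0.210). Proliferation (mitosis median −0.03, adjusted p = 0.833), cholesterol (−0.26, 0.454) and matrix genes (0.27, 0.414) were not called. The M2-like list held members on both sides (median −0.01, 2 higher and 2 lower over the list alone, adjusted p = 0.950, mixed 3.04e-07). Dendritic cell maturation genes had 2 higher and none lower over the list alone (adjusted p = 0.454, mixed 5.66e-07). By limma 0 probe sets passed, with 2423 at an unadjusted p under 0.05 and a smallest adjusted p of 0.165. Other fits gave 0 to 28, and leaving out single arrays 0 to 6.

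What did MEKi alone do? As lists in fry, matrix and hypoxia genes were higher and proliferation and sterol genes lower with MEKi (n = 5) than in control (n = 5). These calls held with the number series as a block. None was made within either series alone or with an estimated correlation. A part of the macrophage genes was also lower, with a list call that other fits did not keep. Ccn5 rose 30.5-fold (log2 4.93 ± 0.46, adjusted p = 0.00301), Ccdc80 by 4.52 ± 0.31 (adjusted p = 0.00104), the matrix protein Prelp by 4.27 and Ptx3 by 4.19 (at least 17.3-fold). Apart from control 5, the controls lay at 3.94 to 3.95 for Ccn5. Such repeated values may be background, so its fold is not exact. Masp1 (3.97), Nlrp4e (3.96) and Lum (3.93) were among the 8 largest rises. Car9, a hypoxia-induced carbonic anhydrase, rose 14.1-fold (log2 3.82 ± 0.34), from 7.21 ± 0.24 to 11.02 ± 0.74. The fibroblast and matrix list had 9 of 18 members higher and 16 over the list alone (median 0.67, adjusted p = 0.000808, and 0.414 with an estimated correlation), with the collagen crosslinker Lox at 3.54, Col1a2 at 2.78 and Col5a2 at 0.87. Complement genes rose on balance (median 1.03, 3 of 10 higher, 5 higher and 1 lower over the list alone, adjusted p = 0.000465, and 0.414 with an estimated correlation), namely Cd55 (3.09, at least 6.60-fold), Serping1 (3.29) and C1ra (1.94, lost without MEKi 1). Hypoxia and glycolysis genes rose as well (median 0.52, 8 of 18 higher, 15 higher and 1 lower over the list alone, adjusted p = 0.00847, and 0.529 with an estimated correlation), including Ero1a (1.35), the mitophagy receptor Bnip3 (0.71) and Aldoa (0.32). With the number series as a block the matrix, complement and hypoxia medians were 0.67, 1.03 and 0.52 (adjusted p = 0.00230, 0.00148 and 0.0168). In the low series they were 0.97, 1.09 and 0.66 (adjusted p = 0.101, 0.0866 and 0.0866), and in the high series 0.55, 0.99 and 0.48 (adjusted p = 0.119, 0.0281 and 0.290). Scores of tissue around the tumour did not stay level. The epidermis score was 3.63 ± 0.25 with MEKi (3.29 to 3.95) against 2.99 ± 0.13 in control (2.9 to 3.21), the adipocyte score 4.94 ± 0.54 against 4.10 ± 0.24, and Adipoq reached 8.18 in MEKi 4, so tissue from outside the tumour was not excluded as a part of the matrix rise. With the adipocyte score as a covariate the matrix list was called (adjusted p = 0.000262).

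MEKi lowered 29 of 30 mitosis genes (30 over the list alone) by a median of −0.84 (adjusted p = 0.00335, and 0.493 with an estimated correlation). Ube2c, an E2 enzyme of the anaphase-promoting complex, fell by 1.12 ± 0.14, Aurkb by 1.39, Nusap1 by 1.13 and Mki67 by 0.64 ± 0.09 (adjusted p = 0.00823). G1/S genes fell in 21 of 28 cases and 25 over the list alone (median −0.57, adjusted p = 0.00335, and 0.493 with an estimated correlation), such as Pola1 (−0.81), Uhrf1 (−0.74) and Pcna (−0.46). Cholesterol genes fell in 9 of 18 cases and 15 over the list alone (median −1.0, adjusted p = 0.0178, and 0.547 with an estimated correlation). Msmo1 fell by 1.38 ± 0.24 and kept its call in every run that left out an array, while Fdft1 (−1.23) lost it without control 1 or 3 or MEKi 1. The blocked medians of mitosis, G1/S and cholesterol were −0.84, −0.57 and −1.0 (adjusted p = 0.00630, 0.00630 and 0.0264). Within the low series they were −1.09, −0.69 and −0.82 (adjusted p = 0.157, 0.101 and 0.116), and within the high series −0.71, −0.50 and −1.13 (adjusted p = 0.119, 0.167 and 0.276). The 18S rRNA 3′ signal was higher with MEKi than in control, at 13.53 ± 0.13 against 12.27 ± 0.49 (exact permutation p = 0.00794, adjusted p = 0.0298).

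Some macrophage genes fell with MEKi. Mrc1 fell 6.96-fold (log2 −2.80 ± 0.32, adjusted p = 0.00469), from 10.13 ± 0.65 to 7.33 ± 0.31, and the scavenger receptor Stab1 fell by 1.22. The purinergic receptors P2ry13 and P2ry12 fell by 2.60 and 2.48, Gpr34 by 2.31, the chemokine receptor Ccr1 by 2.94 and the lectin-like receptor Klrb1b by 2.63, and P2ry12 lost its call without controls 1 to 4 or MEKi 1 or 2. Cxcl14, a chemokine, fell by 3.23 and Spint1 by 2.21. In the macrophage list 5 of 15 members fell and 10 over the list alone (median −0.59, adjusted p = 0.0394, and 0.564 with an estimated correlation), among them the integrin Itgam (−1.37, lost without control 1), the CSF1 receptor Csf1r (−0.88, lost without controls 1, 2, 3 or 5 or MEKi 1 or 2), Aif1 (−1.17) and Cd68 (−0.57), the last 2 lost without any 1 of 9 of the 10 arrays. That list was not called without controls 1, 2, 4 or 5 or MEKi 2, 3 or 4 (highest adjusted p = 0.0922), nor with the number series as a block (median −0.59, adjusted p = 0.0633), and stood at −0.67 and −0.57 within the low and high series (adjusted p = 0.328 and 0.391). Nor was it called with the adipocyte score as a covariate (adjusted p = 0.111). The M2-like list was not called (2 of 16 lower, Mrc1 and Stab1), with a median of 0.11 against a downward fry direction (adjusted p = 0.825, mixed 8.05e-07). The M1-like list was not called either (median −0.02, adjusted p = 0.984). Mrc1 stood at −2.80 with the block (adjusted p = 0.00882) and at −2.76 and −2.82 within the low and high series (adjusted p = 0.429 and 0.176).

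S100a8 (2.81) and S100a9 (2.77, at least 4.78-fold, adjusted p = 0.0443) rose with MEKi, the latter lost without any 1 of 9 arrays. They were the 2 of 16 neutrophil genes to pass, also 2 over the list alone (median 0.03, adjusted p = 0.0264, and 0.564 with an estimated correlation). That list was not called without controls 1, 3 or 4 or MEKi 2 (highest adjusted p = 0.0640), nor with the adipocyte score as a covariate (adjusted p = 0.118). It stood at adjusted p = 0.0241 with the block and at 0.113 and 0.290 within the low and high series. Housekeeping genes had a median of −0.08 with 0 of 8 passing (adjusted p = 0.0364, and 0.529 with an estimated correlation), a call lost without controls 1, 2, 4 or 5 or MEKi 2, 3 or 5 (highest adjusted p = 0.0899), at 0.0264 with the block and at 0.0866 and 0.376 within the series. The MAPK output list was not called (median −0.06, adjusted p = 0.820, mixed 0.000251), and it stood at −0.04 and −0.07 within the low and high series (adjusted p = 0.722 and 0.863). In it Spry2 rose by 0.68 ± 0.12 (adjusted p = 0.0177), Etv5 fell by 0.73 (adjusted p = 0.0329, lost without any 1 of 7 arrays), and Dusp6 was at −0.24 (adjusted p = 0.455). T cell (median 0.11, adjusted p = 0.648), interferon-gamma (0.14, 0.425) and MHC class II genes (−0.62, 0.239) were not called. Cd40 was at −1.04 (adjusted p = 0.0951).

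In all, 1799 probe sets were higher and 1726 lower with MEKi, 7.83% of those tested. Of these, 375 and 282 differed by at least 2-fold. The count fell to 1679 without MEKi 1, 1819 without control 3, 1944 without control 1, 1970 without control 2, 2183 without MEKi 2, 2249 without control 4 and 2314 without MEKi 3. It was 2732 with the number series as a block, 46 within the low series, 9 within the high series and 4385 with the adipocyte score as a covariate. That covariate ended the calls of Klrb1b (adjusted p = 0.0682), Spry2 (0.0502), Cd68 (0.0829), Stab1 (0.0595), S100a9 (0.0958) and Sbsn.

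What did MEKi add to anti-CD40? Against anti-CD40 alone (n = 4), Pi16 again led the named genes that rose with the combination (n = 4). It rose by 7.52 ± 0.42 (at least 179-fold), Efemp1 by 6.95 (at least 117-fold), Clec3b, which encodes tetranectin, by 6.21 (at least 51.5-fold), Prelp by 6.14, Tnxb by 6.01 (at least 37.4-fold) and Ccdc80 by 5.88. Cbr2, a carbonyl reductase of tissue-repair macrophages, rose by 6.06 ± 0.52 (at least 58.1-fold), and Igf1 by 5.76 (at least 49.5-fold), the latter lost without anti-CD40 1, 2 or 4 or MEKi/CD40 2. Nptx1 fell by 6.56 ± 0.50 (adjusted p = 0.00267), Hspa1a by 3.84, Tnnt2 by 3.76 and Klrb1b by 3.26. Of 30 mitosis genes 30 fell, also over the list alone (median −1.78, adjusted p = 0.00115, and 0.583 with an estimated correlation), including Cdc25c (−2.16), Ccnb2 (−2.09), Nek2 (−1.88) and Prc1 (−1.70). Cholesterol genes fell in 11 of 18 cases and 16 over the list alone (median −1.51, adjusted p = 0.0115, and 0.592 with an estimated correlation), such as Msmo1 (−2.87) and Mvd (−1.96). G1/S genes fell in 9 of 28 cases and 24 over the list alone (median −1.0, adjusted p = 0.0264, and 0.592 with an estimated correlation), a call lost without anti-CD40 2, 3 or 4 or MEKi/CD40 1, 2 or 4 (highest adjusted p = 0.0762).

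Matrix genes rose in 12 of 18 cases and 17 over the list alone (median 1.33, adjusted p = 0.000295, and 0.148 with an estimated correlation), with Col1a1 at 4.96 ± 0.35 and Col5a1 at 1.32. Complement genes rose in 6 of 10 cases, also over the list alone (median 1.72, adjusted p = 0.00620, and 0.583 with an estimated correlation), with Cd55 at 4.10, C1s1 at 2.75 and C1ra at 2.18. In the M2-like list 7 of 16 members rose and 1 fell, 8 and 1 over the list alone (median 1.96, adjusted p = 0.00673, and 0.592 with an estimated correlation), with Lyve1 at 5.10, F13a1 at 3.40 and Clec10a at 3.27. Monocyte genes (median 0.55, 2 of 10 higher, Plac8 at 1.78 and Fn1 at 0.57, adjusted p = 0.0264, and 0.592 with an estimated correlation) were not called without anti-CD40 2, 3 or 4 or MEKi/CD40 1 or 2 (highest adjusted p = 0.0787). T cell (median −0.42, adjusted p = 0.447), cytotoxic (−0.41, 0.238), interferon-gamma (0.27, 0.510) and MAPK output genes (−0.47, 0.389) were not called. Adipocyte scores were 6.69 ± 2.94 with MEKi/CD40 and 4.57 ± 0.96 with anti-CD40, where anti-CD40 3 reached 5.98.

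Of the smaller lists, NK cell genes were called lower through Cd244a alone (−1.89, list median −0.09, adjusted p = 0.0478, and 0.592 with an estimated correlation), but not without anti-CD40 2 or 3 or any MEKi/CD40 array (highest adjusted p = 0.124). The epidermis list (median 0.03, Sbsn at 3.30 and Dmkn at 2.62, the latter lost without any 1 of 6 arrays, adjusted p = 0.0325, and 0.592 with an estimated correlation) was not called without anti-CD40 2, 3 or 4 or MEKi/CD40 1 or 4 (highest adjusted p = 0.127). The red blood cell list (median 0.42, 2 of 4 higher and 1 lower, Alas2 at 3.91, adjusted p = 0.0156, and 0.699 with an estimated correlation) was not called without anti-CD40 2 (adjusted p = 0.0509). Housekeeping genes had a median of −0.09 (2 of 8 lower, Hprt at −0.29 and Tbp at −0.62, the latter lost without any 1 of 5 arrays, adjusted p = 0.00673, and 0.592 with an estimated correlation). In all, 1991 probe sets were higher and 3240 lower (11.6% of those tested), a count that fell to 2704, 2866 and 3414 without anti-CD40 2, 3 and 4 and to 3421 without MEKi/CD40 1. Both groups are low series, but run and MEKi coincide. Without the 3 highest-adipocyte arrays 407 probe sets passed, and the G1/S (adjusted p = 0.319), NK (0.281), monocyte (0.141), epidermis (0.141) and housekeeping (0.0724) lists were not called. Pi16 (8.25, adjusted p = 0.0301), Prelp, Cbr2, Ccdc80, Prc1 (−1.63, adjusted p = 0.0497), Cdc25c, Mvd, Msmo1, Lyve1, Cd55 and Alas2 kept their calls. Nptx1 (−6.36, adjusted p = 0.0965), Efemp1 (7.55, 0.0568), Clec3b (6.25, 0.0525), Igf1 (6.67, 0.0913), Tnxb (0.0707), Hspa1a (0.137), Tnnt2 (0.111), Klrb1b (0.192), Nek2 (0.0622), Ccnb2 (0.0647), Col1a1 (0.0913), C1ra (0.133), Col5a1, F13a1, Clec10a, Plac8, Fn1, C1s1, Cd244a, Sbsn, Dmkn, Hprt and Tbp lost theirs. Sizes held at the median (all 55 lost named genes: ratio to the full fit 0.973, median SE ratio 1.38, residual degrees of freedom 3 against 6), so these losses do not show that fat carried the changes. With the covariate 3127 passed and the G1/S (adjusted p = 0.113), NK (0.210), monocyte (0.113) and epidermis (0.175) lists were not called, while the matrix (0.00305), mitosis (0.00600) and M2-like (0.0162) lists were, and Igf1, Fn1 and Dmkn lost their calls.

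What did anti-CD40 add to MEKi? With MEKi/CD40 (n = 4) against MEKi (n = 5), Clec3b rose by 5.67 ± 0.48 (at least 42.0-fold, adjusted p = 0.0120) and the apolipoprotein L gene Apol11b by 5.18 ± 0.35 (at least 27.0-fold, adjusted p = 0.0120), the 2 named genes that kept their calls whichever array was left out. Pi16 (5.61 ± 0.99, at least 45.5-fold, adjusted p = 0.0401), Tnxb (5.59, at least 32.2-fold), Ndn (4.92, at least 29.2-fold), Cd163 (4.84, at least 19.0-fold), Efemp1 (4.63) and Smoc2 (4.41, at least 16.8-fold) also passed, and Nptx1 (−4.10 ± 0.53), Kcne3 (−2.80), Coq8a (−1.97), Rapsn (−1.97), Ankrd37 (−1.80), Slc4a4 (−1.59), Rgs20 (−1.49) and Amigo2 (−1.46) were the largest falls, each lost in at least 1 run that left out an array. Mitosis genes fell in 8 of 30 cases and 30 over the list alone (median −0.92, adjusted p = 0.0245, and 0.473 with an estimated correlation), including Ccnb2 (−1.36), Cenpa (−1.10) and Cdc20 (−1.02). Mki67 was at −0.54 (adjusted p = 0.167). M2-like genes rose in 2 of 16 cases, Cd163 and F13a1 (1.94), and 11 over the list alone (median 2.15, adjusted p = 0.0206, and 0.40 with an estimated correlation). Complement genes rose in 2 of 10 cases, Serping1 (3.39) and Cfb (1.40), and 6 over the list alone (median 1.13, adjusted p = 0.0229, and 0.40 with an estimated correlation). Matrix genes rose in 2 of 18 cases, Col5a1 (0.88) and Acta2 (2.03), and 8 over the list alone (median 0.66, adjusted p = 0.0256, and 0.442 with an estimated correlation).

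These 4 lists and the count depended on single arrays. Without MEKi 5 none of the 4 was called, with the M2-like list at adjusted p = 0.0663. Mitosis was lost without MEKi 2, 4 or 5 or MEKi/CD40 1 (highest 0.0725), complement without MEKi 5 or MEKi/CD40 1 (highest 0.0725) and matrix without MEKi 2 or 5 or MEKi/CD40 1 or 4 (highest 0.0771). With the number series as a block none was called (medians of mitosis, M2-like, complement and matrix −0.92, 2.08, 0.89 and 0.48, adjusted p = 0.136, 0.136, 0.136 and 0.360), nor within the low series (adjusted p = 0.208 for each). Apol11b kept its call with the block (4.95, adjusted p = 0.0435), and Clec3b stood at 5.09 (adjusted p = 0.0819), as the other named genes of this comparison lost theirs. In all, 332 probe sets were higher and 795 lower (2.50% of those tested). The count was 29 without MEKi 5, 36 without MEKi 4, 38 without MEKi 2, 232 without MEKi/CD40 2, 247 without MEKi 3, 271 without MEKi/CD40 1, 678 without MEKi 1, and 28 with the block. The single fit of all 4 groups and the filter on signal gave higher counts, and the trended and robust moderation a lower one, as given below. Adipocyte scores were 6.69 ± 2.94 and 4.94 ± 0.54 here, and without the 3 highest-adipocyte arrays 379 probe sets passed, with mitosis (adjusted p = 0.0758) and matrix (0.0959) not called. Of the genes named above for this comparison only Clec3b, Apol11b, Kcne3, Coq8a, Cenpa and Acta2 kept their calls in that fit, while Tnxb (adjusted p = 0.0538), Rapsn (0.0725), Amigo2 (0.0617) and the rest lost theirs. The covariate left 254 probe sets and all 4 lists called (adjusted p = 0.0411, 0.0162, 0.0184 and 0.0411), with Clec3b (adjusted p = 0.0360), Tnxb (0.0379) Apol11b (0.0207), Coq8a, Rapsn, Amigo2 and Acta2 kept and Pi16 (0.0875), Cd163 (0.0733), Nptx1 (0.0549) and the other genes named above for this comparison lost. Interferon-gamma (median 0.86, adjusted p = 0.0913), MAPK output (−0.45, 0.0937) and cholesterol genes (−0.78, 0.0937) were not called, though the covariate fit called interferon-gamma (adjusted p = 0.0411), cholesterol (0.0162), red blood cell (0.0411) and housekeeping genes (0.0411). Cxcl9 was at 2.03 (adjusted p = 0.0742).

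Did the combination do more than the sum of the single drugs? The interaction term over all 18 arrays asks this on the log2 scale, where a value above the sum can also mean that lower values under a single drug were not seen with both. The M2-like list lay above the sum of the single effects by a median of 2.23 (4 of 16 members higher, 11 higher and 1 lower over the list alone, adjusted p = 0.00744, and 0.215 with an estimated correlation), and it was called in each of the 18 runs that left out an array (highest adjusted p = 0.0240). Its called members were Cd163 (4.87 ± 0.74, adjusted p = 0.00578), Mrc1 (3.67 ± 0.72, adjusted p = 0.0170), Stab1 (2.14) and the resistin-like gene Retnla (4.76). For Mrc1 and Stab1 the combination did less than the single effects added up to. Against control Mrc1 was at −1.66 with anti-CD40 (adjusted p = 0.637), −2.80 with MEKi and −0.80 with MEKi/CD40, and Stab1 at −1.19 (adjusted p = 0.290), −1.22 and −0.27. Cd163 and Retnla lay at the floor in every control and anti-CD40 array and in 4 and 5 of the 5 MEKi arrays, so single-drug effects were not visible, the floor sets the size of their interaction, and they were detected mainly with MEKi/CD40. Of these Cd163 and Mrc1 kept their calls with each array left out, while Stab1 lost it without control 2 or 3, anti-CD40 1 or MEKi 2 or 4, and Retnla without any 1 of 12 arrays. Clec3b (5.66 ± 0.48, adjusted p = 0.000107), Tnxb (5.60 ± 0.54), Pi16 (5.16) and Gas6 (5.07), and Apol11b (4.52), also lay above it and kept their calls, and Ndn (4.50) lost its call without anti-CD40 2. The same limit holds for Clec3b, Tnxb, Apol11b and in part Ndn and Pi16, which were at or near the floor in most arrays without both drugs, but not for Gas6 (7.07 in control, 5.68 with anti-CD40, 6.25 with MEKi and 9.92 with both). Nptx1 (−4.58 ± 0.59), Kcne3 (−2.17) and Il12b (−1.89, adjusted p = 0.0173) lay below the sum in every such run. Gzmk (−2.70), Whrn (−2.29), Tead4 (−2.27), Coq8a (−2.15) and Crabp1 (−2.15) did so with calls that 11 to 15 of the 18 runs ended, and Whrn, Tead4, Coq8a and Crabp1 were not called with the number series as a block (adjusted p = 0.0523 to 0.0621). The values of Il12b and Gzmk with anti-CD40 (2.36 and 3.63) were not seen with both drugs (0.30 and 0.98 against control).

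The mitosis list lay below the sum of the single effects by a median of −0.86 (6 of 30 lower, 26 over the list alone, adjusted p = 0.0429, and 0.597 with an estimated correlation), with Ccnb2 (−1.38), Cenpa (−0.99) and Prc1 (−0.85) lower in all leave-one-out runs, though Cenpa (adjusted p = 0.0530) and Prc1 (0.0813) were not called without the 3 highest-adipocyte arrays. The list's call was lost in 11 of the 18 such runs (highest adjusted p = 0.111). The fibroblast and matrix list was not called (median 0.54, adjusted p = 0.151). With the number series as a block the M2-like and mitosis medians were 2.23 and −0.86 (adjusted p = 0.0116 and 0.0484), and within the low series 2.26 and −0.63 (adjusted p = 0.719 and 0.809). Cd163 and Mrc1 stood at 4.87 and 3.67 with the block (adjusted p = 0.00952 and 0.0236) and at adjusted p = 0.336 and 0.438 within the low series. In all, 479 probe sets lay above and 712 below the sum (2.64% of those tested), 932 in total with the block and 56 within the low series. Leaving out anti-CD40 2, MEKi 4, MEKi 2, control 3, control 2, anti-CD40 1, control 5, anti-CD40 3, MEKi 5 and anti-CD40 4 gave 618, 624, 625, 633, 695, 712, 719, 748, 761 and 768. With the adipocyte score as a covariate 1132 passed, the M2-like list was called (adjusted p = 0.00484) and the mitosis list was not (adjusted p = 0.0610), nor were Gzmk, Whrn, Tead4 and Crabp1 (adjusted p = 0.0511 for Gzmk). Without the 3 highest-adipocyte arrays 1032 passed and the M2-like list was called (adjusted p = 0.00853), but the mitosis list was not (adjusted p = 0.119).

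Did the balance of immune cells shift by the indices? The M1-like minus M2-like index was −0.04 ± 0.50 with MEKi/CD40, 1.88 ± 0.73 in control, 2.57 ± 0.13 with anti-CD40 and 1.65 ± 0.38 with MEKi. Its difference for MEKi/CD40 was −1.92 against control (exact p = 0.0159, adjusted p = 0.0794), −2.61 against anti-CD40 (exact p = 0.0286, the smallest possible, adjusted p = 0.0952) and −1.69 against MEKi (exact p = 0.00794, the smallest possible, adjusted p = 0.0794). The Cd8a minus Foxp3 index, a proxy for cytotoxic over regulatory T cells, was 5.63 ± 0.88 with anti-CD40, 5.19 ± 0.69 with MEKi/CD40, 4.80 ± 0.49 with MEKi and 4.09 ± 0.94 in control, and the anti-CD40 difference of 1.54 had an exact p of 0.0556 (adjusted p = 0.139). Foxp3 was at the floor in all groups, so this index followed Cd8a. None of the 10 index tests passed after adjustment.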

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

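The tests in this part were chosen after the results they examine had been seen. A single tumour stood apart from the rest of its group in 39 of 427 group and measure pairs (list scores, indices, and the genes named by size, by smallest p or as fixed genes, by Dixon's test of the gap over the range, at its 95% level), and chance alone would mark about 1 in 20 groups.

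Among gene lists, MEKi/CD40 4 stood apart in skeletal muscle (7.40, the others 2.41 to 2.60), and MEKi/CD40 3 in inflammatory monocyte (11.47, the others 10.29 to 10.45) and complement genes (10.40, the others 9.35 to 9.42). The tumour anti-CD40 1 was low in G1/S (9.99, the others 10.18 to 10.21) and cytotoxic genes (5.85, the others 6.84 to 7.05). NK cell genes were high in control 5 (4.41, the others 3.36 to 3.64) and in anti-CD40 4 (4.08, the others 3.56 to 3.62). Also in control, endothelial genes were low in control 2 (5.90, the others 6.34 to 6.50), epidermis genes high in control 5 (3.21, the others 2.9 to 2.98) and skeletal muscle genes high in control 4 (2.81, the others 2.42 to 2.44).

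Among single genes, controls stood apart for Saa3 (control 1, 7.28), Ptx3 (control 1, 3.73), Ccdc80 (control 1, 6.22), Ccr1 (control 1, 10.21), Itih5 (control 2, 2.94), Tnnt2 (control 4, 7.82), Lum (control 4, 5.35), Ccn5 (control 5, 4.62) and Prelp (control 5, 3.41). With anti-CD40 they were Mki67 (array 1, 10.93), Prelp (array 3, 4.69), Ndn (array 3, 4.87) and Il12b (array 4, 4.53). With MEKi they were Cbr2 (array 1, 4.97), Clec3b (array 2, 4.47), Tnxb (array 2, 4.07), Ndn (array 2, 4.95), Cd163 (array 2, 3.13), Cd40 (array 3, 4.74), Ighm (array 3, 4.62), Coq8a (array 3, 8.27), Rgs20 (array 3, 5.13) and Ifng (array 5, 5.42). With MEKi/CD40 they were Spry4 (array 1, 5.40), Saa3 (array 3, 14.80), Ccr1 (array 3, 9.94), Myh4, a fast-muscle myosin (array 4, 9.51), Gpr34 (array 4, 6.33) and Tead4 (array 4, 4.83).

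The interaction term marked differences between the effect of both drugs and the sum of the single effects in 1191 probe sets, the mitosis list (median −0.86) and the M2-like list (2.23). Neither list was called with an estimated correlation (adjusted p = 0.597 and 0.215), and the mitosis call was also lost in 11 of the 18 runs that left out an array and with the adipocyte score as a covariate (adjusted p = 0.0610). The called named genes above the sum were Clec3b (5.66), Tnxb (5.60), Pi16 (5.16), Gas6 (5.07), Cd163 (4.87), Retnla (4.76), Apol11b (4.52), Ndn (4.50), Mrc1 (3.67), Alas2 (2.68), Stab1 (2.14), Tek (2.05), Col5a1 (0.90) and Slc4a1 (0.73). Those below it were Nptx1 (−4.58), Gzmk (−2.70), Whrn (−2.29), Tead4 (−2.27), Kcne3 (−2.17), Coq8a (−2.15), Crabp1 (−2.15), Il12b (−1.89), Ankrd37 (−1.66), Cdc25c (−1.41), Ccnb2 (−1.38), Cenpa (−0.99), Prc1 (−0.85) and Hba-a2 (−0.74). Clec3b, Tnxb, Cd163, Retnla, Apol11b, Alas2 and Slc4a1 lay at the floor in most arrays without both drugs. The floor therefore sets the size of their values here. Mrc1 lay above the sum because its lower values with the single drugs (−1.66 and −2.80) were not seen in full with both (−0.80).

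Control probe sets, which the comparisons leave out, also differed from control tumours. The 18S rRNA signal was higher with MEKi by 1.26 for the 3′, 0.97 for the middle and 0.54 for the 5′ probe set, each with an exact permutation p of 0.00794 (adjusted p = 0.0298). The Gapdh 3′ minus 5′ difference was higher by 0.059 with MEKi/CD40 (exact p = 0.00794, adjusted p = 0.0298).

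The rise of the M2-like list with MEKi/CD40 was set against 3 mixture explanations. Fat in the tumour pieces could not be the whole cause, because the list was called with the adipocyte score as a covariate (adjusted p = 0.00727), and MEKi/CD40 1 and 3 (adipocyte scores 4.07 and 5.09) had M2-like scores of 6.86 and 8.33, while the 4 arrays of other groups with more fat signal had 5.52 to 6.15 (a gap of 0.717). A larger share of macrophages could not be either, since the general macrophage list had a median of −0.22, a gap of 3.1 (SE 0.579). Connective tissue of the host, with its resident macrophages, could not be told apart from a treatment effect inside the tumour, because the fibroblast and matrix scores of the groups were separated by 1.71. A switch of macrophages to a resident or repair state under both drugs remains a hypothesis.

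For the fall of the mitosis list, a lower share of tumour cells that raises all other cell types alike did not match the data. The fibroblast and matrix score minus the macrophage score was higher by 2.27 with MEKi/CD40 and by 1.89 with MEKi than in control (exact p = 0.00794 for each), though a lower tumour share through growth of fibroblasts alone could still be part of it. The series was no sufficient cause between MEKi and control (adjusted p = 0.00630 with the block), nor was scaling between arrays (adjusted p = 0.00249 after cyclic loess). Number runs were not tested. Slower division of tumour cells under MEKi is the biological hypothesis, and it was not separated here from fewer tumour cells per piece.

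For the MAPK output list, which was not called lower with MEKi, saturated signal could not be the cause, as 0% of its members lay in the brightest 1% of probe sets (which starts at 13.78, against 13.31 for the brightest member). Members at the floor could not be either, since 16 of 17 lay above it. Opposite movement was limited (2 of 17 higher, 1 lower over the list alone), and the mixed p (0.000251) does not test it. Time from last dose to sampling may matter too, and was untested, as the sources do not give it.

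Whether any grouping of the same arrays would give such counts was tested by regrouping them 100 times, the real grouping included (35 for MEKi/CD40 against anti-CD40). Chance was excluded for the probe-set counts of MEKi/CD40 against control (6698, highest other 4), MEKi against control (3525, highest other 3), MEKi/CD40 against anti-CD40 (5231, highest other 2) and MEKi/CD40 against MEKi (1127, highest other 2), in each of which 1 grouping, the real one, reached the count. It was also excluded for their list counts of 14 (highest other 1), 9 (1), 11 (7) and 4 (2). Regrouping ignored the number series and runs, so it does not exclude a part of them in these counts. With the series as a block no list was called for MEKi/CD40 against MEKi (lowest adjusted p = 0.136), and its probe-set count fell, as given below. For the interaction the additive drug effects were removed before regrouping, so that they did not add to the spread. Chance was then excluded for its probe-set count (1191, reached by 1 grouping, highest other 7) and its list count (2, reached by 2 of 100 groupings, highest other 4). For anti-CD40 against control any grouping reaches the probe-set count of 0 (100 of 100, highest other 2), so regrouping says nothing about it. For its list count of 1 chance was not excluded, since 5 of 100 groupings reached it (highest other 2).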

How the results depend on the processing

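The 2 adipocyte-score alternatives, and the choice of which values to give here, came after the results had been seen. Counts below are probe sets at an adjusted p under 0.05, then lists called. Where a value moved, the cause was not tested, except that fewer arrays or degrees of freedom by construction give less power.

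In 1 fit of all 4 groups, anti-CD40 against control gave 3 probe sets and 2 lists, MEKi/CD40 against anti-CD40 8996, and MEKi/CD40 against MEKi 4286 and 10 lists. With only the probe sets at or above the median signal, MEKi against control gave 6176, MEKi/CD40 against MEKi 2946 and the interaction 2058. After cyclic loess, anti-CD40 gave 1 probe set and 6 lists, the interaction 1 list, and the higher and lower probe sets were 347 and 524 for MEKi/CD40 against MEKi (332 and 795 before) and 518 and 503 for the interaction (479 and 712 before). In the same setting the housekeeping list of MEKi/CD40 against control reversed its direction (adjusted p = 0.793). Array weights gave 1971 for the interaction, 4 lists for anti-CD40 and 11 for MEKi/CD40 against MEKi. A trended and robust moderation gave 1267 for MEKi, 3310 for MEKi/CD40 against anti-CD40 and 11 for MEKi/CD40 against MEKi. Camera at its preset correlation called 15 lists for anti-CD40, 7 for MEKi/CD40 against anti-CD40, 20 for MEKi/CD40 against MEKi and 11 for the interaction. With an estimated correlation it called 1 list for MEKi/CD40 against control and 0 for each other comparison.

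A block for the replicate number gave 113 probe sets and 1 list for MEKi/CD40 against control, 0 lists for anti-CD40, 0 probe sets for MEKi (8083 at an unadjusted p under 0.05 in limma), 1276 and 4 lists for MEKi/CD40 against anti-CD40, 0 for MEKi/CD40 against MEKi (5592 unadjusted) and 707 and 1 list for the interaction. Equal replicate numbers did not pair tumours, since deviations from the group mean correlated at a median of −0.03 over 25 such pairs (−0.34 to 0.29). The number series as a block gave 3860 for MEKi/CD40 against control, 18 and 0 lists for anti-CD40, and 28 and 0 lists for MEKi/CD40 against MEKi. The low series alone gave 710 and 3 lists, 28 and 0 lists for anti-CD40, 46 and 0 lists for MEKi, 10 and 0 lists for MEKi/CD40 against MEKi, and 56 and 0 lists for the interaction, and the high series alone 9 and 1 list for MEKi. Between the high and low series within control and MEKi, 0 probe sets passed in limma (840 at an unadjusted p under 0.05). Without the 3 arrays with the highest adipocyte scores the counts were 3439 for MEKi/CD40 against control, 2 and 0 lists for anti-CD40, 407 and 6 lists for MEKi/CD40 against anti-CD40, 379 for MEKi/CD40 against MEKi, and 1 list for the interaction. As a covariate, the adipocyte score gave 3627 for MEKi/CD40 against control, 0 lists for anti-CD40, 3127 and 7 lists for MEKi/CD40 against anti-CD40, 254 and 8 lists for MEKi/CD40 against MEKi, and 1 list for the interaction. Per comparison, the called named genes that these 2 alternatives lost had a median size of 0.933 to 1.11 times that before, with median standard errors 1.06 to 1.56 times as large. In some the size fell, as in Hp against control with the covariate (6.88 ± 1.30 to 4.88 ± 1.15).

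Leaving out each array in turn gave 4711 to 7812 probe sets and 11 to 16 lists for MEKi/CD40 against control, 0 to 6 and 0 to 6 for anti-CD40, 1679 to 3326 and 6 to 10 for MEKi, 2704 to 6594 and 6 to 14 for MEKi/CD40 against anti-CD40, 29 to 850 and 0 to 8 for MEKi/CD40 against MEKi, and 618 to 1431 and 1 to 3 for the interaction. Of the called named genes 61 of 83, 42 of 65, 39 of 68, 2 of 29 and 13 of 28 kept their calls in every such run (comparisons in the order above, anti-CD40 having none), and no named gene reversed under any alternative. Those kept under every alternative were Prc1 against control, Pi16, Prelp, Cbr2, Prc1, Cdc25c and Alas2 against anti-CD40, and Clec3b in the interaction. Floor values with anti-CD40 narrow the spread of Alas2, Cbr2 and Clec3b, so their holding says less. Neither index crossed the threshold. That says little, as the smallest possible exact p was 0.00794 (0.0286 for MEKi/CD40 against anti-CD40) and few outcomes could pass over 10 tests. MEKi/CD40 against anti-CD40, where number run and group coincide, had no number-series alternative. Genes dark in all groups (such as Cd4, Foxp3 and Nos2) can show no fall.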

Other observations

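These observations and tests were picked after the results had been seen. Vessel genes moved in opposite directions with MEKi. Plvap, of fenestrated endothelium, rose by 0.99 and Cldn5, a tight-junction gene, fell by 1.18 (n = 5 and 5), and the endothelial list had a median of 0.06 (2 of 14 changed, adjusted p = 0.984, mixed 7.45e-08). With MEKi/CD40 against control its median was 0.27, with 3 of 14 higher, Tek (2.38), Plvap and Eng (adjusted p = 0.397), of which Plvap lost its call without control 1 or 3 or MEKi/CD40 3 or 4 and Eng without any 1 of 8 arrays. Without the 3 arrays with the highest adipocyte scores Tek (adjusted p = 0.0917), Plvap (0.148) and Eng (0.117) were not called, nor were they with the adipocyte score as a covariate. Tnfrsf9, which encodes the costimulatory receptor 4-1BB, rose with MEKi by 2.48 (9.31 ± 0.74 against 6.83 ± 0.64, adjusted p = 0.0149) and with MEKi/CD40 by 2.22 (adjusted p = 0.0272); the second call was lost without controls 1 to 4 or MEKi/CD40 1 or 2 (highest adjusted p = 0.0771), as well as with the adipocyte score as a covariate, while the regulatory T cell list that holds it was not called (medians −0.04 and −0.01, adjusted p = 0.868 and 0.533). Fabp4, a lipid-binding protein of fat cells, macrophages and vessels, was the 1 of 11 adipocyte genes to rise with MEKi (1.65, adjusted p = 0.0148, list median 0.09, adjusted p = 0.133), and with the adipocyte score as a covariate it was not called (adjusted p = 0.0587). In the epidermis list, the basal-layer factor Trp63 rose by 3.39 with MEKi, with Krt10 and Sbsn also higher (3 of 14, list adjusted p = 0.0586), the last 2 lost without any 1 of 7 and of 8 of the 10 arrays.

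Antibody-secreting cell genes were not called with MEKi/CD40 (plasma cell list median 0.04, 2 of 12 higher, Xbp1 and Sdc1, adjusted p = 0.131), nor were B cell genes (median 0, 1 of 13, Ebf1 at 1.82, adjusted p = 0.887). MHC class II genes had a median of 0.48, a mean of −0.07 and a downward fry direction (1 of 9 lower, H2-Ob, adjusted p = 0.694). M1-like genes had a median of 0.11 with Il6 higher (2.62, adjusted p = 0.0220, lost without control 1, 3 or 4 or MEKi/CD40 1, list adjusted p = 0.533). Type I interferon genes (median 0.26, 1 of 19, Zbp1, adjusted p = 0.397), classical dendritic cell genes (−0.04, 0 of 13, 0.347), dendritic cell maturation genes (1 of 20 higher, Socs2, and 1 lower, Tnfsf9, 0.617), regulatory T cell genes (1 of 11, Tnfrsf9), immune checkpoint genes (0.19, 1 of 10 lower, Cd244a, 0.646), immediate early genes (−0.02, 1 of 16 lower, Hspa1a, 0.514) and epithelial genes (1 of 13 lower, Cdh1, 0.358) were not called either. Of the genes just named, Sdc1 lost its call without control 3 or 4, Zbp1 without control 3 or 4 or MEKi/CD40 1 or 4, Cd244a without control 1 or MEKi/CD40 1 or 2, and H2-Ob, Socs2, Tnfsf9 and Cdh1 each without any 1 of 7 or 8 of the 9 arrays, while Ebf1 and Xbp1 kept theirs in those runs but not without the 3 arrays with the highest adipocyte scores (adjusted p = 0.0601 and 0.134) or with the adipocyte score as a covariate. With MEKi against control the same was true of ribosome biogenesis (median −0.25, 5 of 22 lower, 10 over the list alone, adjusted p = 0.0890, but called at 0.0112 with the adipocyte score as a covariate, as were red blood cell genes at 0.0182), classical dendritic cell (−0.37, 0.106), monocyte (0.14, 0.125) and MHC class I genes (0.08, 0.151).

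The fixed genes Gzmb (−0.73, 0.56 and −0.81 with MEKi/CD40, anti-CD40 and MEKi against control), H2-Ab1 (0.55, 0.58 and −0.75), Ighm (−0.68, −0.12 and −1.31), Etv4 (−0.64, −0.24 and −0.54), Spry4 (−0.43, −0.14 and −0.06) and Map2k1, the drug target (−0.06, 0.11 and 0.06), were called in none of the 3. Pdcd1 was at 1.60 with anti-CD40 (adjusted p = 0.828) and Cd40 at 0.67 ± 0.14 (0.480). By flow cytometry the study saw fewer CD206-positive macrophages, and with MEKi/CD40 mostly M1-type. In RNA, a different assay, Mrc1 was called lower with MEKi only, and M1-like minus M2-like fell with MEKi/CD40 (−1.92 against control, not passing).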
